A study of Populus nigra with 24 samples. Its data were reported in "Accuracy of RNAseq based SNP discovery and genotyping in Populusnigra" (2018).

How the data were processed

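Gene expression was measured by RNA sequencing in wood-forming tissue of black poplar (Populus nigra), a tree of European river banks. Per the labels, each of the 24 libraries came from cambium and xylem of a tree given as 36 months old and grown in a common garden. By the same labels, each was prepared from polyadenylated RNA with a stranded protocol and sequenced in single reads. The methods of the study date the planting further back than 36 months and state that the trees were cut back 2 times since. The labelled age is therefore not the time since planting. The cambium is the dividing layer under the bark, and the young xylem is the wood that forms from it. The trees were ramets, that is cloned copies of a genotype, and the 2 ramets of each genotype stood in blocks 1 and 3 of the plantation. According to the methods of the study, the bark was detached, both tissues were scratched from the stem, and their RNA was extracted separately and pooled in equimolar amounts.

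The authors deposited 1 table per library with the raw count of single reads for each of 41335 transcripts, 1 per gene, under the gene identifiers of Populus trichocarpa, the related species whose genome served as the reference. Per the file headers, a counting script read the alignments and removed multi-hit reads, which are reads whose best and second-best alignments had equal scores. According to the methods of the study, reads were aligned with BWA-MEM for the variant calls and the same pipeline was applied to these single reads, while the headers do not name the aligner behind the counts. Genes that share identical stretches with a close copy therefore lose reads at this step, and their counts are uncertain. The headers also give the numbers of reads parsed, mapped, removed and counted, and the counts summed to the header total in all 24 files. The headers dated the counting to February in 13 libraries and to March in 11, and this month was treated as a technical batch. No normalisation had been applied by the authors to the deposited counts, and no replicates had been pooled. Only the transcript identifiers and lengths in the tables were used, and no genome coordinates were used here. None of the identifiers matched the supplied gene table, which describes another assembly, so genes are named by identifier except the 5 lignin genes, whose symbols the study gives.

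Libraries were grouped by the labels, as 12 genotypes of 2 trees, 6 river populations of 2 genotypes, and 2 blocks of 12 trees. Differences among genotypes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, genes kept by filterByExpr with the genotype as group, and a Benjamini-Hochberg false discovery rate of 0.05. All 24 libraries shared 1 estimate of the spread, since 2 trees cannot give one for each genotype. For the populations, the counts of the 2 trees of a genotype were summed, so that the genotype and not the tree was the replicate, and the same test was applied to the 12 sums. Blocks were compared with the genotype as a covariate. The study states no test of expression differences between groups, so this design is that of the present work. All 66 pairs of genotypes were also contrasted in the genotype fit, with the same rate within each pair.

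Similarity between libraries was the Pearson correlation of log2(CPM + 1), where CPM is the count scaled to a common library size after TMM, over the 27089 genes kept, each gene centred on its mean. Without this centring, libraries are alike because highly expressed genes are high in all of them. The mean correlation over the trees of a genotype was compared with 100000 random matchings of block 1 to block 3 trees, and the mean over the genotypes of a population with all ways to split 12 genotypes into pairs. Variance components per gene came from the nested estimators for populations, genotypes within populations and trees, and their errors from a jackknife over populations. A gene was called switched when it had 0 reads in both trees of at least 1 genotype and at least 5 CPM in both trees of another, with CPM here taken over all counted reads. The genes named in the text were set by a rule written before the data were examined: 6 genes named in the main text of the study, the 2 with the smallest p in the genotype test and in the population test, the 2 with the smallest p in each direction between blocks, and the 3 genes with the most reads.

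The alternatives tried were DESeq2 size factors in edgeR, no filter beyond 1 read, a filter of 10 counts in every library, the likelihood ratio test of DESeq2 1.42.0, limma-voom (limma 3.58.1), a false discovery rate of 0.01, the block as a covariate, trees as units for populations, Spearman correlation, a pseudocount of 0.1, the 500 most variable genes, and leaving out blocks, genotypes or populations. The counting month as a covariate was added after the data had been seen.

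The fits were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed. At a change of 4-fold, edgeR recovered 25.5% of the genes changed in 1 genotype, 65% of those changed in 1 population and 96.5% of those changed between blocks. The shares of its calls that were unchanged genes were 1.92%, 4.41% and 2.53%. At 16-fold, it recovered 82%, 94.5% and 100% of the changed genes. Changed genes were drawn only from those above a minimum mean count. Apart from these changes each gene had 1 mean in all libraries, so the genotypes of a population did not differ as the real ones do. The shares for the population test may therefore not hold for the real data. The variance components were tested on 13316 simulated genes with a repeatability of 66.7%, and the median estimate was 64.7%. The test of likeness of the genotypes of a population gave an exact permutation p of 9.62e-05 in these simulated libraries and of 0.0273 in a simulation with no structure, a false positive. Over 200 further simulations with no structure, it passed the threshold of 0.05 in 10 (5%), with a smallest p of 0.0105, and the test of likeness of the trees of a genotype passed in 7 (3.5%). All 200 simulated switched genes were found, and 0 others. They were set to 0 reads among genes with a mean of more than 200 reads, so this outcome was nearly fixed in advance. It checks how switched genes are counted and gives no error rate for real genes with fewer reads.

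The depth sets the precision. The smallest share of a library that 3 counts can show ranged from 0.124 to 0.399 CPM. Such floors and binomial intervals cover counting error only, since reads were not tagged with molecular identifiers. Single-gene coordinates, sequence variants and gene functions were not analysed here.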

Results

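The data comprised 24 libraries, with 2 trees for each of 12 genotypes and 2 genotypes for each of 6 river populations. The genotypes were AST-005 and BDX-003 from the Adour, DRA-038 and DRA-045 from the Dranse, LOE-011 and VDL-018 from the Loire, 1-A26 and 1-J31 from the Ramieres, RHN-028 and STR-010 from the Rhin, and SN-2 and SN-7 from the Ticino. These names are those of the labels. For the Loire, the study lists VDL-018 and a code other than LOE-011, and does not state whether both codes name the same clone. In total 358489992 reads were counted on transcripts. The number of reads counted per library ranged from 7517261 to 24225296, with a mean of 14937083 ± 4258180 (SD, n = 24). Libraries counted in February held 10487091 to 14918959 reads and those counted in March 7517261 to 24225296, so that the month of counting and the depth were partly confounded. The share of parsed reads that mapped was 93.5% ± 0.764 (SD, n = 24). It was lowest in the block 1 tree of VDL-018, at 91.6% (95% Wilson interval 91.6 to 91.63%), and highest in the block 3 tree of AST-005, at 94.6% (94.59 to 94.6%).

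At least 1 read was found for 36315 of the 41335 transcripts, and 23971 had a read in every library. Per library, 27751 to 31131 genes had at least 1 read. The 50 most counted genes took between 6.57% and 16.5% of the reads of a library. The 3 genes with the most reads were Potri.006G136700, Potri.002G111900 and Potri.002G034400, with 0.613%, 0.423% and 0.413% of all reads. Their normalised read counts were 6418 ± 2957, 4641 ± 3428 and 4326 ± 2023 CPM (SD, n = 24), and none of the 3 differed among genotypes with an edgeR adjusted p under 0.05 (0.497, 0.0797 and 0.368).

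The study used these ramets to assess how repeatable variant calls from RNA sequencing are, and the counts allow the same question to be asked of transcript levels. Before centring, the correlation of log2(CPM + 1) was 0.957 on average between the 2 trees of a genotype, with a range of 0.888 to 0.981, and 0.94 between trees of different genotypes, with a range of 0.811 to 0.974. After each gene was centred on its mean, the mean r between the 2 trees of a genotype was 0.27 ± 0.284 (SD, n = 12 genotypes). Between a block 1 tree and a block 3 tree of different genotypes it was -0.0589 ± 0.185 (SD, n = 132 pairs). The likeness of the trees of a genotype was larger than random matching gave (permutation test, one-sided, p = 1e-05, the smallest that 100000 matchings can give). Among the alternatives, the 500 most variable genes moved this value most, to 0.419.

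**Figure D1:**
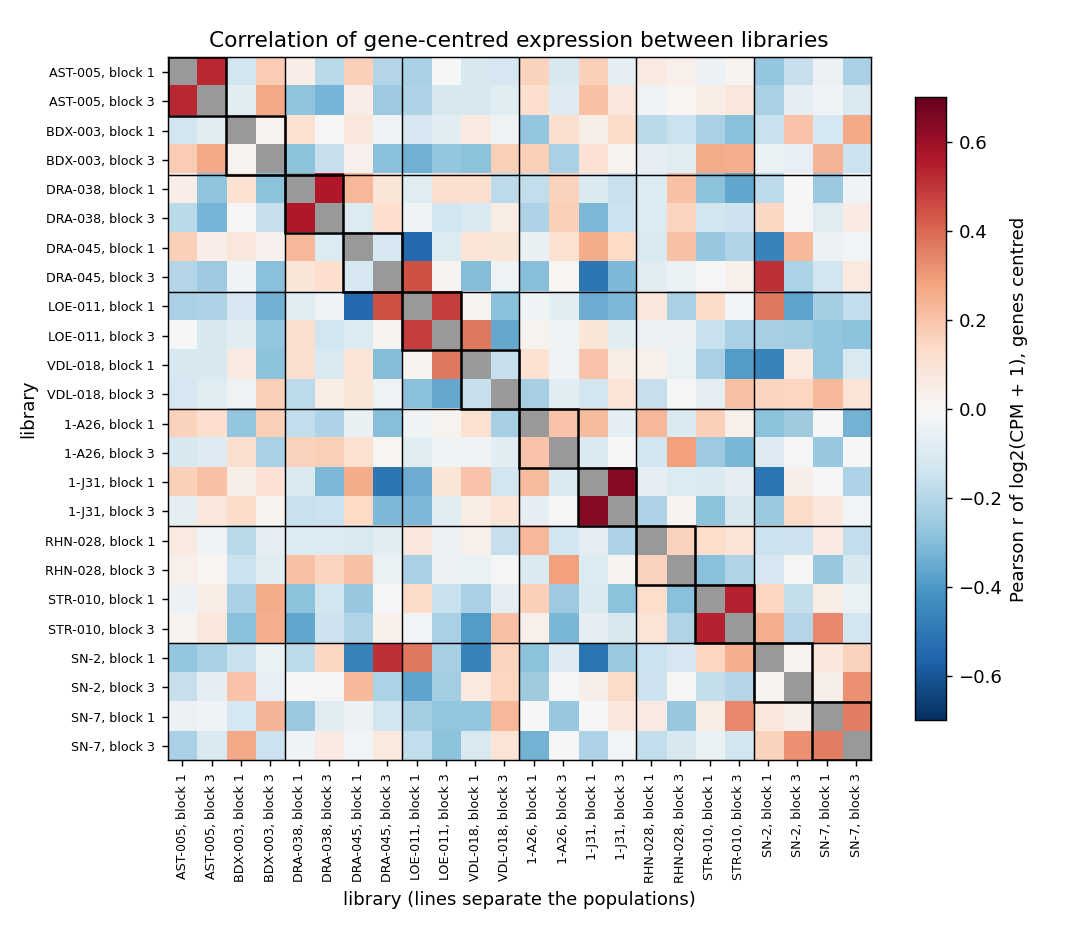
Heat map of the Pearson correlation of log2(CPM + 1), with each gene centred on its mean, between all 24 libraries; both axes list the libraries, thin lines separate populations, thick squares enclose the 2 trees of a genotype, and grey marks the diagonal. The pair of 1-J31 trees correlated most within a genotype (r = 0.639), while the trees of VDL-018 and DRA-045 had negative values (-0.163 and -0.116).

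The genotypes differed widely in this respect. The trees of 1-J31 (r = 0.639), DRA-038 (0.562), STR-010 (0.536), AST-005 (0.528) and LOE-011 (0.482) were the most alike. The trees of SN-7 had r = 0.358, those of 1-A26 0.198 and those of RHN-028 0.164. For BDX-003 and SN-2 the values were near zero, at 0.0231 and 0.0215, and for DRA-045 and VDL-018 they were negative. The nearest library was the other tree of the same genotype in 12 of 24 libraries, with 1.04 expected at random. The trees of a genotype shared this outcome, so the genotype was the unit. In 6 of 12 genotypes both trees were each other's nearest neighbour (exact Clopper-Pearson 95% interval 2.53 to 9.47 genotypes), and in the other 6 neither tree was.

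**Figure D2:**
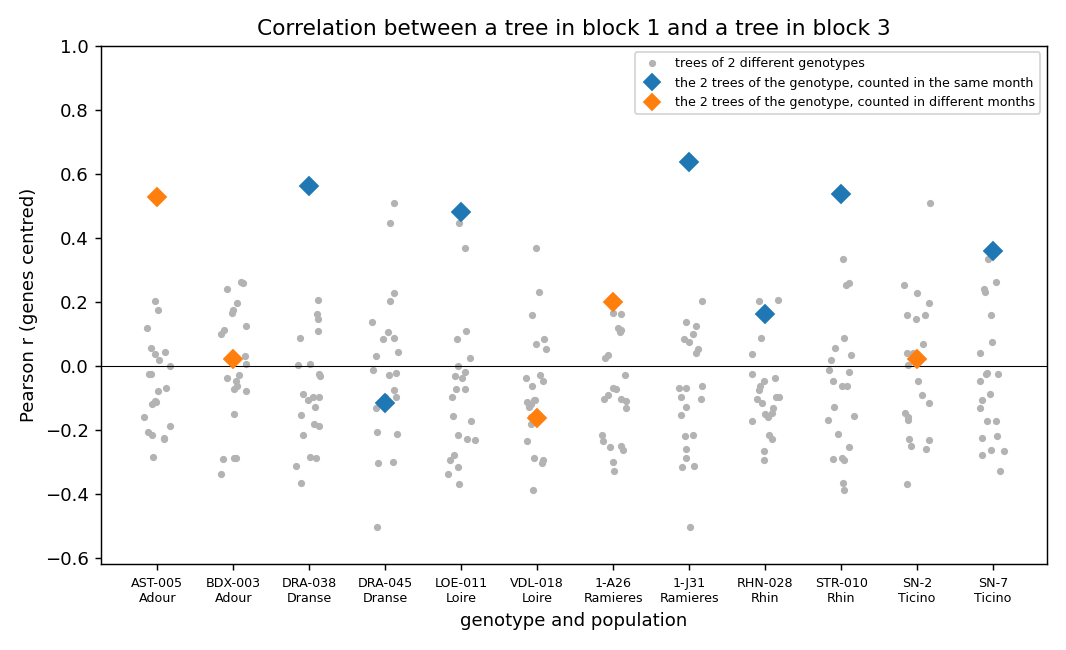
Pearson correlation (y axis, genes centred) between a block 1 and a block 3 tree for each genotype (x axis); diamonds are the 2 trees of the genotype, coloured by whether they were counted in the same month, and grey points are pairs of 1 tree of that genotype with a tree of another. Diamonds ranged from -0.163 to 0.639, and grey points reached at most 0.509.

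The trees shared labels for the block, so the block was also tested as a source of likeness. The differences between the block 1 and block 3 trees had a mean correlation of 0.0237 over pairs of genotypes, that is, trees of the same block deviated together only weakly. With the replicate block removed from each gene, the mean r between the trees of a genotype was 0.313 (permutation p = 1e-05) and the nearest neighbour was the other tree in 15 libraries. Centring within each block also raises the r expected between unrelated trees of different blocks, relative to centring over all libraries. A rise in either value is therefore no sign that a block effect had hidden the likeness. Within the month of counting, the mean r was 0.405 in the 4 genotypes with both trees counted in February, against -0.0709 for other pairings (exact permutation p = 0.0417, the smallest that 24 matchings allow). It was 0.335 in the 3 genotypes counted in March (exact permutation p = 0.167, the smallest that 6 matchings allow) and 0.122 in the 5 genotypes split over the months (exact permutation p = 0.117). Among libraries with the other tree in the same month, the other tree was the nearest within that month in 6 of 8 in February and in 4 of 6 in March.

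The comparison among genotypes asked which genes differed by more than the trees of a genotype did. Of 27089 genes tested, 2669 (9.85%) differed among the 12 genotypes at a false discovery rate of 0.05 with edgeR. DESeq2 gave the most genes, 6832, whereas a filter of 10 counts in every library left 801. With the replicate block as a covariate, taken from the labels, the count was 2468. The filter mattered as well, because 60.3% of the 2669 genes fell below 10 counts in at least 1 library, against 29.4% of all genes tested. Within the month of counting, 1008 genes differed among the 4 genotypes counted in February, and 11 among the 3 counted in March, where 4677 genes had an unadjusted p under 0.05.

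The 2 genes with the smallest p were almost absent from some genotypes. Potri.019G109100, with a transcript of 968 bp, had 50.8 ± 6.85 CPM in AST-005 and 0.0513 ± 0.0725 CPM in STR-010 (SD, n = 2 trees each; edgeR adjusted p = 5.72e-08). Potri.001G107800, with a transcript of 1134 bp, had 59 ± 6.01 CPM in AST-005 and 0 reads in both trees of SN-7 (edgeR adjusted p = 9.67e-08). The share of their variance that lay between genotypes was 0.995 in each, a value that follows from their choice by the smallest p.

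Repeatability, the share of the variance of a gene that lies between genotypes, had a median of 0.208 over 27089 genes, with a jackknife standard error of 0.0279 (n = 6 populations). The quartiles were -0.000614 and 0.433, and negative values occur when trees of a genotype differ more than genotypes do. In 19.2% of the genes it was above 0.5. Random matchings of the trees gave medians from -0.122 to 0.201, and 0 of the 100 drawn reached the real value. With the replicate block removed the median was 0.261. The spread between trees was not corrected for the block means taken out, which raises this value, so it does not show a block effect. Within the month of counting, the median was 0.319 in the 4 genotypes counted in February and 0.36 in the 3 counted in March. The share of variance that lay between populations had a median of 0.0861, with a jackknife standard error of 0.0341. Of 100 random splits of the genotypes into pairs, 0 reached this value, and the largest gave 0.0848.

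The labels describe the design as a comparison of genotypes and ecotypes, so populations were compared with the genotype as the replicate. With edgeR, 4 of 27089 genes differed among the 6 populations at a false discovery rate of 0.05, and 2483 (9.17%) had an unadjusted p under 0.05. This count depended strongly on the fit, including the unit of replication. It was 950 when the 24 trees were treated as independent. It was 146 in limma-voom with the replicate block as a covariate and the genotype as a random effect, against 0 in plain limma-voom. The fit with 146 genes changed several settings at once, so it does not isolate the unit of replication. DESeq2 called the most, 1351 genes. Within the month of counting, 0 genes differed among the 3 populations with both genotypes counted in February (1469 with an unadjusted p under 0.05), and 1 among the 3 with both counted in March.

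The smallest p belonged to Potri.015G137800, with a transcript of 1234 bp. It had 25 ± 3.48 CPM in the Ticino population and 0.0168 ± 0.0238 CPM in the Dranse population (SD, n = 2 genotypes each; edgeR adjusted p = 0.00255). For Potri.016G104300, with a transcript of 789 bp, the values were 175 ± 139 CPM in the Loire and 0.505 ± 0.561 CPM in the Ticino population (edgeR adjusted p = 0.0227). This call was lost in limma-voom (adjusted p = 0.18) and in limma-voom with the replicate block and the genotype as a random effect (adjusted p = 0.372), whereas Potri.015G137800 was lost in the former (adjusted p = 0.146) and kept in the latter (adjusted p = 3.92e-05). In VDL-018, the highest genotype for Potri.016G104300, the mean of the 2 trees was 273 ± 386 CPM, a spread as large as the mean, and 1 tree alone had 546.5 CPM.

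Genotype means of the same population were more alike than those of different populations. The mean r was 0.0591 ± 0.13 (SD, n = 6 pairs) within populations and -0.103 ± 0.128 (SD, n = 60 pairs) between them (exact permutation test, one-sided, p = 0.00404, over all splits of the 12 genotypes into pairs). The highest value was that of the Ticino genotypes (0.23), followed by those of the Dranse (0.149) and the Adour (0.111). The values were 0.0189 for the Ramieres, -0.0236 for the Loire and -0.13 for the Rhin. Within months of counting, the mean r was also higher within than between populations, but neither month passed the threshold or could have, since the smallest exact p that 15 splits allow is 0.0667. With February libraries alone it was -0.118 within and -0.198 between populations over 6 genotypes (exact permutation p = 0.267). With March libraries alone it was -0.126 and -0.203 over 6 genotypes (exact permutation p = 0.267). Whether the likeness holds within months is therefore open. Centring over 6 genotypes in place of 12 lowers every mean r, so only the values within and between populations of the same month compare. With the block 3 trees alone the mean r within populations fell to -0.022 (exact permutation p = 0.152).

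Contrasts of single pairs of genotypes gave 336 ± 249 genes (SD, n = 6) within populations and 402 ± 231 genes (SD, n = 60) between them at an edgeR false discovery rate of 0.05. The difference of -66.5 genes was not larger than random splits into pairs gave (exact permutation test, one-sided, p = 0.127). Counts per pair ranged from 153 to 835 within and from 190 to 1463 between populations. With the replicate block in the fit the difference was -92.1 genes (exact permutation p = 0.0417), and at a false discovery rate of 0.01 it was -29.5 genes (exact permutation p = 0.00106). Within the month of counting, the 4 genotypes counted in February gave 240 genes for their 1 pair within a population and 243 on average for their 5 pairs between populations. The 3 genotypes counted in March held no pair within a population.

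Between blocks 1 and 3, 0 genes differed at a false discovery rate of 0.05 with edgeR, and 1592 (5.88%) had an unadjusted p under 0.05. Without the genotype as the pair, 0 genes passed as well, with 1115 at an unadjusted p under 0.05. In the simulated counts, the same fit recovered 96.5% of genes that differed 4-fold between blocks, and smaller changes were not simulated. DESeq2 called 6 genes, of which 4 were higher in block 3, and 20.6% of its calls between blocks in the simulated counts were unchanged genes. Within months, 0 genes passed in the February genotypes (1233 with an unadjusted p under 0.05) and in the March genotypes (142). The genes with the smallest p were Potri.006G062800 and Potri.014G142400, higher in block 3 by 0.48 ± 0.09 and 0.67 ± 0.13 on the log2 scale (log2 fold change ± SE, in 11 and 12 of 12 genotypes), and Potri.011G164400 and Potri.015G067000, with log2 fold changes of -0.59 ± 0.12 and -0.47 ± 0.10 (lower in 12 and 11 of 12 genotypes). All 4 had an edgeR adjusted p of 0.825 and did not pass the correction, whereas all 4 were among the 6 genes called by DESeq2, with adjusted p of 0.0155, 0.0299, 0.0299 and 0.0466 in this order.

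**Figure D3:**
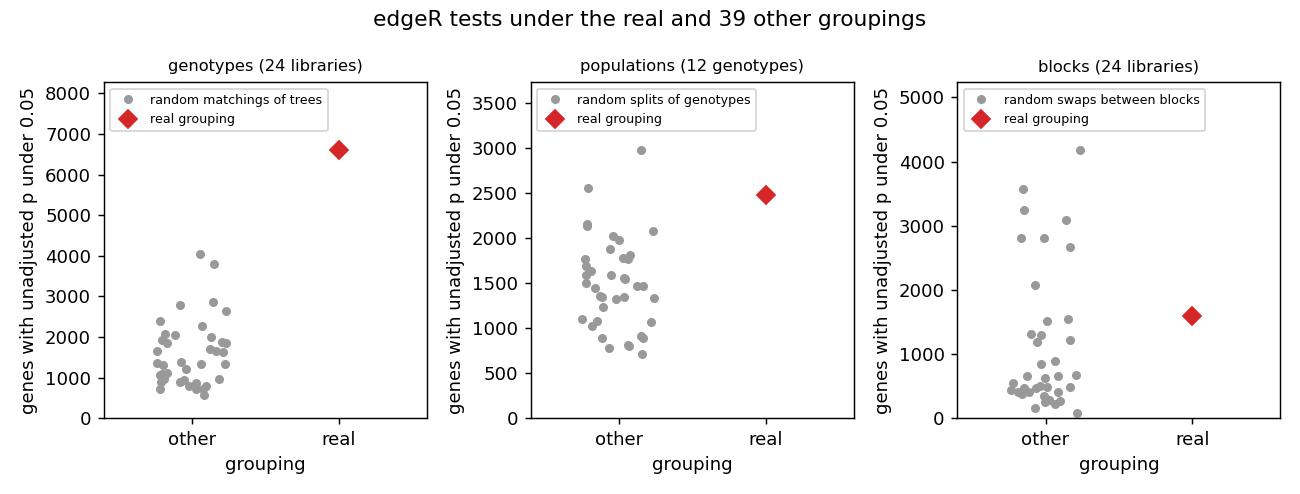
Number of genes with an unadjusted edgeR p under 0.05 (y axis) for the real grouping (red diamonds) and for 39 other groupings (grey points), in the tests among genotypes, among populations and between blocks. The real genotypes gave 6620 genes and other matchings at most 4057, while the real populations (2483) and blocks (1592) lay within the range of the other groupings, which reached 2987 and 4189.

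Some genes were present in some genotypes and absent from others. With 0 reads in both trees of a genotype and at least 5 CPM in both trees of another, 72 genes were switched. Random matchings of block 1 to block 3 trees gave between 7 and 37 such genes, with a median of 20 over 100 matchings. Of the 72 genes, 43 were off in a single genotype, and 66 were also among the 2669 genes of the genotype test. The number of switched genes that were off ranged from 6 in 1-J31 to 19 in RHN-028. At a threshold of 1 CPM the count rose most, to 525 genes. Within the month of counting, 27 genes were switched among the 4 genotypes counted in February and 6 among the 3 counted in March.

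The study followed sequence variants in 5 genes of the lignin pathway, which makes the polymer that stiffens wood, and in a further gene. The main text of the study names this further gene Potri.017G084100, while the supplementary figure cited for it shows another identifier. The identifier of the main text was used. The mean normalised read counts were 532 ± 451 CPM for HCT1 (Potri.003G183900), 346 ± 119 CPM for CCR7 (Potri.003G181400), 569.8 ± 594 CPM for 4CL3 (Potri.001G036900), 827 ± 523 CPM for CAD4 (Potri.009G095800), 817 ± 419 CPM for C3H3 (Potri.006G033300) and 24 ± 6.59 CPM for Potri.017G084100 (SD, n = 24 libraries). The lowest count in any library was 204 reads, in Potri.017G084100, so that none of the 6 was limited by depth. Among genotypes, 2 of the 6 genes differed at the false discovery rate of 0.05, HCT1 (edgeR adjusted p = 0.0419) and 4CL3 (edgeR adjusted p = 0.0386). With the counting month as a covariate, chosen after seeing the data, neither passed (edgeR adjusted p = 0.0851 and 0.0975), and with the replicate block both did (0.0434 and 0.0472). CCR7, CAD4, C3H3 and Potri.017G084100 did not differ among genotypes (edgeR adjusted p = 0.342, 0.236, 0.26 and 0.463). None of the 6 differed among populations, where the smallest edgeR adjusted p was 0.4755, for Potri.017G084100.

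All 5 lignin genes were highest in LOE-011 under each scaling tried (TMM, DESeq2 size factors and total reads), where the spread between the 2 trees was large. HCT1 had 1721 ± 1044 CPM there and 262 ± 8.7 CPM in 1-J31 (SD, n = 2 trees), the lowest genotype except when scaled to total reads, where BDX-003 was lower. For 4CL3 the values were 2135 ± 1482 CPM in LOE-011 and 238 ± 30.8 CPM in SN-7, the lowest. The 3 genes with the most reads were also highest in LOE-011 and lowest in 1-J31. The block 1 tree of LOE-011 had the largest share of reads in its 50 most counted genes, 16.5%. High values in LOE-011 were therefore not particular to the lignin genes. The repeatability was 0.465 for HCT1 and 0.424 for 4CL3, and between 0.2 and 0.26 for the other 3 lignin genes. Between the trees of a genotype, the standard deviation on the log2 scale was from 0.37 in CCR7 to 0.66 in 4CL3.

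**Figure D4:**
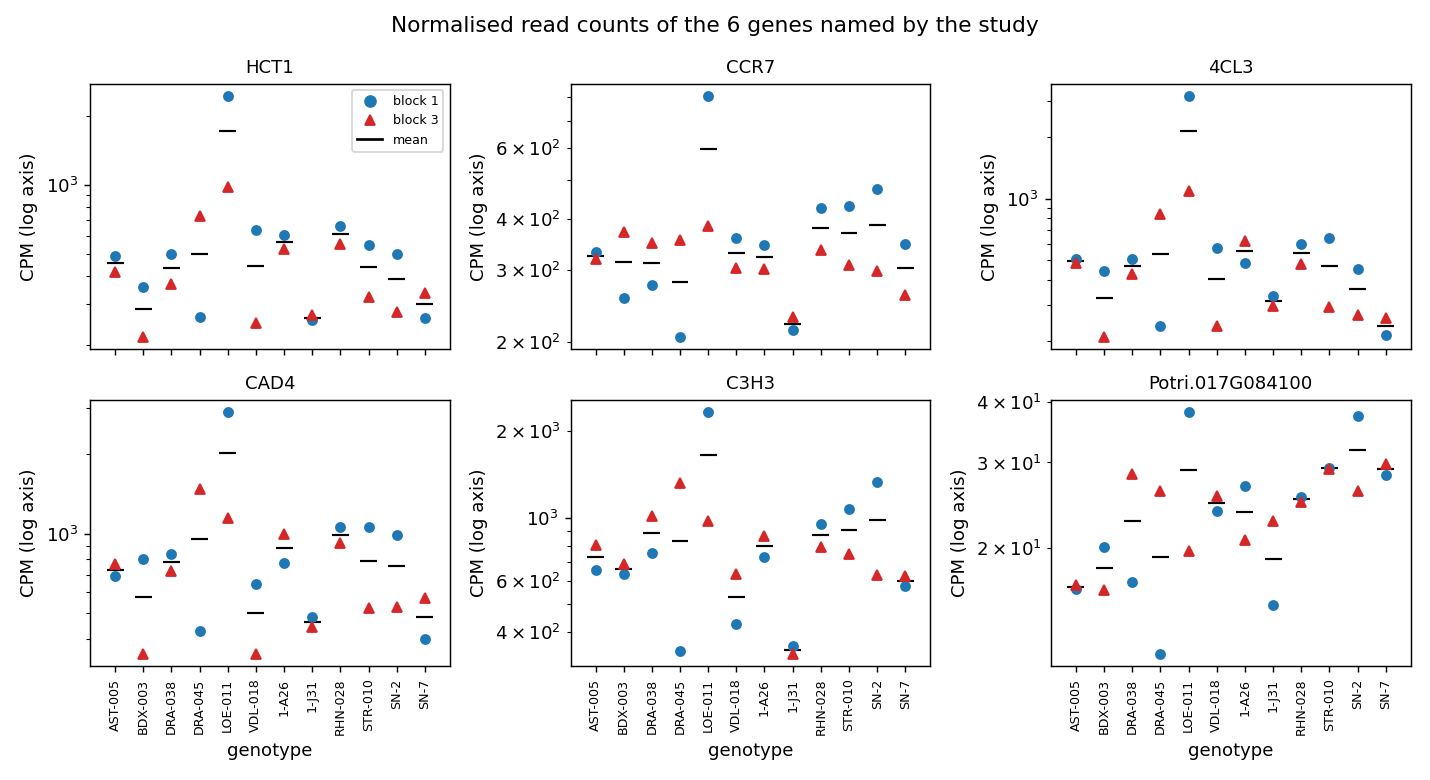
Normalised read counts (y axes, CPM on log axes) of the 6 genes named in the text of the study in each genotype (x axis); circles are block 1 trees, triangles block 3 trees and bars the mean of both. LOE-011 had the highest mean in the 5 lignin genes, and its 2 trees lay far apart, with 1721 ± 1044 CPM in HCT1.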

Values the study reported

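These libraries come from the second sampling of the study, in single reads. For its earlier, paired-end sampling the study reported that around 99.7% of the reads mapped to the genome of the related species and that 93.3% did so at an unambiguous position. It called 157,569 SNPs in the second sampling against 356,275 in the earlier one, and 88% of those of the second were found again with the same genotype calls. It reported 19,249 genes with at least 5 SNPs, 47% of the gene models.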

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

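Some tests in this part were chosen only after the result was seen, namely that of the mapped share by month; those on the 10 single libraries and on the likeness of the mapped share within genotypes were set before, but how little the former can decide was seen only with their results.

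In 22 measures, 5 of them describing the library and 17 of them the log2(CPM + 1) of a named gene, each population of 4 libraries was searched for a single library apart from the other 3. Such a library was found in 10 of 132 groups, where chance gives about 6.6, so that the number alone is not remarkable. The share of reads taken by the 50 most counted genes was 7.94% in the block 1 tree of BDX-003, against 9.44% to 9.64% in the other Adour libraries, and 11.8% in the block 1 tree of SN-2, against 7.77% to 8.35% in the other Ticino libraries. For 4CL3, the block 3 tree of BDX-003 had a log2 value of 7.72, against 8.79 to 8.99. For C3H3, the block 1 tree of SN-2 had 10.38, against 9.17 to 9.31. For Potri.017G084100, the block 1 tree of BDX-003 had 4.40, against 4.12 to 4.15. Potri.011G164400 was low in the block 3 trees of DRA-038 (3.46, against 4.33 to 4.49) and RHN-028 (3.43, against 4.67 to 4.78), and Potri.015G067000 in the block 3 tree of VDL-018 (3.89, against 4.74 to 4.85). These last 2 genes had been picked as lower in block 3. The remaining cases came from genes with no reads in the other libraries of the population: Potri.001G107800 in the block 3 tree of SN-2 (0.0613, against 0) and Potri.015G137800 in the block 3 tree of DRA-045 (0.0938, against 0), which are a few reads at most.

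Technical explanations were weighed for these 10 cases. For the library size, 7 of the 10 were on the largest or the smallest library of their population, which lies between the 8 asked for and the 5 that arise if size plays no part. For the month of counting, 2 of the 10 were on the one library of its month in the population, and only 4 of the 10 were in populations with such a library. The other 8 shared their month with a library of the population that was not apart, so the month alone cannot have set them apart. After scaling to the reads outside the 50 genes with the most reads, 5 of the 8 cases on single genes remained. In 2 of these 8 the other libraries had no reads, which no scaling can change, and of the other 6, 3 remained and 3 were lost. The 3 that remained are therefore not fully explained by a few genes taking many of the counts. The month stays open for the block 3 trees of SN-2 and VDL-018, the few genes for the 3 cases that were lost, and the pattern as a whole cannot be told apart from an effect of library size. The design gives 2 trees of 2 genotypes in each population, and no biological explanation was tested for a single tree.

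Reads outside the counts were also present. A median of 3.19% of the mapped reads was removed as multi-hits, 11744163 reads in all, and a median of 6.49% of the parsed reads did not map, with a range of 5.41% to 8.38%. The mapped share was 93.7% ± 0.459 (SD, n = 13) in libraries counted in February and 93.2% ± 0.99 (SD, n = 11) in those counted in March, and the difference of -0.434 percentage points was within the spread (permutation test, two-sided, p = 0.173). The 2 trees of a genotype differed by 0.95 percentage points on average, and random pairs by 0.922 (permutation test, one-sided, p = 0.607). Neither test showed a link of the mapped share with the month or the genotype, and neither can rule out a small one. Where these reads come from could not be examined, as the tables hold no sequences.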

How the results depend on the processing

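Of the 147 alternatives computed for 12 results, 119 left the result on the same side of its threshold, within 1.5 times the count or within its error, and 0 reversed it. Only the likeness of trees, the likeness of genotypes and the difference in pairwise counts have a direction that could reverse. The variance shares without 1 population were judged against an error made from those same fits, which nearly fixes that outcome. The likeness of the 2 trees of a genotype passed its threshold under each alternative computed for it, with a mean r from 0.219 to 0.419 and from 0.232 to 0.303 across the 12 fits that each left out a genotype. With the month means removed, an alternative chosen after seeing the data, it was 0.282, and 10 libraries had the other tree as the nearest. When genotypes were separated by month, it passed in the 4 genotypes counted in February (0.405) and not in the 5 split over the months (0.122, exact permutation p = 0.117), while the 3 counted in March (0.335) are too few to pass.

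The number of genes among genotypes ranged from 1970 to 3384 across the 12 fits that each left out a genotype. It was 801 with at least 10 counts in every library, 1131 at a false discovery rate of 0.01 and 6832 with DESeq2. With the month of counting as a covariate, chosen after seeing the data, it was 2400. Between the months themselves, also compared after seeing the data, 0 genes differed at a false discovery rate of 0.05. There, 4606 genes (17%) had an unadjusted p under 0.05, so an effect of the month is not excluded. The number of genes among populations, 4 in the reported fit, was 35 with no filter, 1 with 10 counts in every library, 1 at a false discovery rate of 0.01, 0 with limma-voom (2307 with an unadjusted p under 0.05), 146 with limma-voom and the replicate block, 950 with trees as units and 1351 with DESeq2. It was from 0 to 6 across the 6 fits that each left out a population, and from 0 to 2 across the 2 fits that each left out a block. With trees as units each population has 4 replicates in place of 2, although the trees of a genotype are clones. For each of these changes the cause was not tested. Between blocks, DESeq2 called 6 genes and every other fit 0, with the number at an unadjusted p under 0.05 between 955 and 2776 in the fits over both months, 1233 within February and 142 within March.

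The likeness of genotypes of a population had a mean r of -0.022 without the block 1 trees and 0.075 without the block 3 trees, and lost its side of the threshold in the former. The difference in pairwise counts within and between populations passed the threshold with the replicate block (-92.1 genes) and at a false discovery rate of 0.01 (-29.5 genes), and the cause was not tested. The median repeatability was 0.162 with no filter and 0.261 with the replicate block, and the population share of the variance 0.0444 with no filter. The value with the replicate block is raised by the removal itself, as stated above. Switched genes numbered 113 with up to 1 read allowed in each tree and 525 at 1 CPM. Of the 6 genes named in the text of the study, the number that differed among genotypes was 0 with 10 counts in every library, 0 with limma-voom, 0 with the month as a covariate and 4 with DESeq2, against 2 in the reported fit, and among populations it was 1 with DESeq2, against 0. For these as well the cause was not tested. For 26 results on single genes, 17 of 178 alternatives changed the call, 9 of them weaker and 8 stronger, and all 8 of the latter came from DESeq2.

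Depth limits the genes with few reads. In the smallest library, 3 counts correspond to 0.399 CPM, and genes below this level cannot be told from absent there. At 4-fold, the genotype test recovered 25.5% of the simulated changes in 1 genotype, so changes of that size are often missed. None of these changes was placed in the genes with the fewest reads, so this share does not describe such genes.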

Other observations

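The tests of other groupings of the samples, of the month of counting, of the lignin genes between trees, of the DESeq2 calls in simulated counts and over population splits, and the earlier of the tests of labels were chosen only after the result was seen; the others in this part were set before their result was seen.

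Other groupings of the samples bear on the 3 counts of genes. For genotypes, block 3 trees were matched at random to block 1 trees, and 1 of 40 groupings, the real one, gave as many as 2669 genes; the other 39 gave at most 58 and 32 of them gave 0, with 577 to 4057 genes at an unadjusted p under 0.05. All groupings parted as many trees of the same block as the real one does. For populations, 1 of 40 splits, again the real one, gave as many as 4 genes, and the others at most 2. At an unadjusted p under 0.05, however, 3 of 40 splits gave as many as the real 2483. Between blocks the real split gave 0 genes, which 40 of 40 splits reach by construction, so that this count decides nothing. At an unadjusted p under 0.05, 9 of 40 splits gave as many as the real 1592.

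DESeq2 called 4163 genes more than edgeR among genotypes and 1347 more among populations. In simulated counts with 200 changed genes it called 518 genes among genotypes, of which 367 (70.8%) were unchanged, and 485 among populations, of which 297 (61.2%) were. For edgeR, 1 of 52 and 6 of 136 calls were unchanged genes. As shares of the calls these values would make most of the excess false, and as numbers they are less than 1 in 2 of it. Both readings were set after the values were known, and the simulation held far fewer changed genes than the real data may hold, so it does not decide how much of the excess is false. The simulated genotypes of a population did not differ from each other either, unlike the real ones. Random matchings of trees gave a median of 745 genes with DESeq2, less than 1 in 2 of the 6832 real ones, but ranged from 213 to 3905. Among populations, 3 of 40 splits gave as many DESeq2 genes as the real one, so this count cannot be told apart from that of random pairs of genotypes.

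The trees of 6 genotypes were not each other's nearest neighbours, and a mislabelled tree could be the cause. Counting genes on in one library and without reads in the other, in the smaller of both directions, 18 of 24 libraries were closest to the other tree of their genotype, but most counts were under 10 and several tied. A sharper test used, for each genotype, the 59 to 71 genes switched among the other 11 genotypes, so that the trees tested had no part in the choice. Over these genes, all 24 of 24 libraries had the other tree of their genotype as the nearest library. The r between the 2 trees was from 0.674 to 0.939, and the largest r with any tree of another genotype was 0.467. By this test the 2 trees of each genotype match each other, which goes against a tree exchanged between genotypes but cannot show that the name of a genotype is right. The study removed samples of its earlier sampling, taken from other ramets, that did not fully match their genotypes on a SNP array. They came from 1-A26, RHN-028 and STR-010. In the present libraries, the r between the 2 trees over the switched genes was 0.674 in 1-A26, 0.693 in RHN-028 and 0.939 in STR-010. In the 6 genotypes whose trees were not nearest neighbours over all genes, this r was from 0.674 to 0.821, and in the other 6 from 0.796 to 0.939, so that a lower likeness is also seen in most of the former over these genes. Between the trees of SN-2 the contrast was one-sided. There, 107 genes were on in the block 3 tree and without reads in the block 1 tree, and 1 the other way. Between those of VDL-018 the direction was reversed. There, 57 genes were on in the block 1 tree and without reads in the block 3 tree, and 3 the other way.

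Other explanations of the unlike trees were examined across the 12 genotypes, in 3 relations. The r between trees was not tied to the ratio of library sizes (Pearson r = -0.359, permutation p = 0.243, adjusted p = 0.243; Spearman rho = -0.252, permutation p = 0.431, adjusted p = 0.431), and without the 2 genotypes farthest from the median of the ratio r was -0.261. The relation with the size of the mean difference of the 5 lignin genes between the trees did not pass either (Pearson r = -0.44, permutation p = 0.153, adjusted p = 0.23; Spearman rho = -0.58, permutation p = 0.0521, adjusted p = 0.156), and r was -0.558 without the 2 farthest genotypes. Nor did that with the difference in the mapped share (Pearson r = -0.511, permutation p = 0.0912, adjusted p = 0.23; Spearman rho = -0.322, permutation p = 0.309, adjusted p = 0.431), where r was -0.0154 without the 2 farthest. Within the 7 genotypes counted in a single month, r was 0.523, -0.544 and -0.281 for the 3 relations (exact permutation p = 0.22, 0.202 and 0.553), and the 5 genotypes split over months are too few for one. Trees counted in the same month had a mean r of 0.375 ± 0.267 (SD, n = 7 genotypes) and those counted in different months 0.122 ± 0.261 (SD, n = 5; exact permutation test, two-sided, p = 0.136). Of the 6 genotypes whose trees were not nearest neighbours, DRA-045 (r = -0.116) and RHN-028 (0.164) had both trees counted in the same month, so a difference in month cannot be the cause there, and the trees of AST-005, split over the months, were alike (0.528). With the month means removed, 10 libraries in place of 12 had the other tree as the nearest. For BDX-003, VDL-018, 1-A26 and SN-2, all split over the months, the pattern cannot be told apart from an effect of the month, and no biological explanation was tested for differences between clones.

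The 5 lignin genes tended to move together between the trees of a genotype, although all 5 moved in the same direction in only 5 of the 12 genotypes. Over the 12 genotypes, the mean r between their block 3 minus block 1 differences was 0.768 (mean Spearman rho 0.648), from 0.534 to 0.984 over 10 pairs of genes. Of 10000 random sets of 5 genes of like mean expression, a share of 0.0416 reached this value, and the median set had 0.384, so that a good part of it is shared by highly expressed genes in general. It rests on DRA-045 and LOE-011, whose lignin genes differed by 1.56 and -1.30 on the log2 scale on average, in opposite directions between the blocks. Without them the mean r was 0.389. In the 7 genotypes counted in a single month, the mean r was 0.914 (mean Spearman rho 0.839), which cannot come from a difference in month. These 7 include DRA-045 and LOE-011, so the value does not decide on the month for the other genotypes. A shift common to highly expressed genes cannot be ruled out, and whether the trees were sampled at another stage of wood formation was not tested.

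The 72 switched genes were tested for 3 features, with Benjamini-Hochberg adjustment over the 3 tests. They included 4 pairs of neighbours on a chromosome, at most 2 places apart in the order of identifiers, where random sets of 72 of the 19908 expressed genes had a median of 0 and a 95th percentile of 1 (share of sets as large 0.0002, adjusted 0.00045). Their median transcript length was 1258 bp, against 1589 bp in random lists of like expression (share of lists as short 0.0003, adjusted 0.00045). Of the 72, 4 (5.56%) had identifiers of unplaced scaffolds, against 1.78% of the other expressed genes (Fisher's exact test, one-sided, p = 0.0407, adjusted p = 0.0407). A candidate explanation is that segments of the genome are absent from some genotypes, or differ so much from the reference species that their reads do not align or align equally well elsewhere. The 3 features are consistent with it, but the counts cannot separate loss of a gene from loss of its reads, and no genome sequence of these genotypes was used here. The hypothesis was formed and tested on the same libraries.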
